A study of Mus musculus with 4 samples. Its data were reported in "VEGFR2 signaling drives meningeal vascular regeneration upon head injury" (2020).

How the data were processed

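Endothelial cells (ECs), the cells that line vessels, of the dura mater, the outer membrane between skull and brain, were compared with ECs of the brain parenchyma. Both came from C57BL/6J mice 8 weeks of age, and the labels list 2 libraries for each tissue. Per the methods of the study, tissues were digested with collagenase, dispase and DNase, red cells were lysed, brain ECs were first enriched with magnetic beads, and cells with CD31 and without CD45 and TER-119 were then isolated by fluorescence-activated cell sorting (FACS). Libraries were made from total RNA with a QuantSeq kit, which reads the 3′ ends of polyadenylated transcripts, and sequenced on a NextSeq 500.

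The authors deposited 1 table of raw counts per library, with a gene symbol and a whole-number count for each of 23282 entries. According to the methods, reads were mapped with TopHat, and abundances and differential expression were obtained with cufflinks. The step that turned alignments into whole-number counts, the genome build, the gene annotation, the use of strand and any use of molecular identifiers are not stated. No value had been scaled or filtered: totals differed between libraries, and 9622 entries held 0 counts in each library. Of the symbols, 35 stood on more than 1 line (79 lines in all), and each line was tested as its own gene.

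Groups were taken from the sample titles. The titles number the libraries 1 and 2 within each tissue, and these numbers are the only source for a pairing; whether libraries with the same number came from the same mice is not stated. The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, on the counts as deposited, with trimmed-mean (TMM) normalization, genes kept by edgeR's filterByExpr, tissue as the only term and Benjamini-Hochberg adjustment over the genes tested. It stands in for the cufflinks test, which needs the alignments, not used here. The default of the installed edgeR is the older dispersion estimate. Genes with an adjusted p under 0.05 were counted as differing. Log2 fold changes were computed as dura mater over brain with a prior count of 2, and the standard error (SE) was taken as the size of the log2 fold change divided by the square root of its F statistic. CPM values are counts scaled by the TMM-adjusted library size. With 2 libraries per group, a mean ± SD is over n = 2. The 27 gene lists were tested with camera from limma 3.58.1 (two-sided, inter-gene correlation 0.01, Benjamini-Hochberg over the lists with at least 3 tested genes). Each list's median log2 fold change was also placed among 10000 random lists of the same size and similar mean expression. A fold against a group at or under 3 counts in each library was computed against 3 counts and is given as a lower bound. It bounds the ratio of scaled counts, and not of expression if RNA was lost before amplification.

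The scripts were tested on simulated data before use. Negative binomial counts were drawn for 9347 genes, 200 of them changed, with the same coefficient of variation for every gene. At a biological coefficient of variation of 0.2 and a log2 change of 3, edgeR recovered 200 genes with 10 false calls and DESeq2 1.42.0 recovered 200 with 11 false calls. At 1.39, the common coefficient of variation of these libraries, edgeR made 0 calls, while DESeq2 made 243 calls of which 228 were false. At that variation and a log2 change of 10, edgeR again made 0 calls, and DESeq2 recovered 186 of the 200 genes among 469 calls, 283 of them false. In the libraries themselves edgeR called 57 genes, so a constant variation does not represent them and these rates do not carry over. In a further simulation, 10 lists of 12 genes were raised by a log2 change of 3 beside 40 unchanged lists. At the lower variation camera recovered 10 of the 10 lists, and at 1.39 it recovered 6, with 0 false lists in each case. Variation was constant over genes here too, so the same limit holds.

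The genes named in the text followed a rule: Aqp1, Fabp4 and Esm1, which the study knocked down; Kdr, Tek, Dll4, Flt4, Angpt2, Ptprb, Pdgfrb, Vegfa, Vegfc and Pgf, which it examined; the 6 differing genes with the largest log2 fold change in each direction, with no overlap between the groups and a mean of at least 10 CPM in the higher group; and, from each list, at most 6 members with an adjusted p under 0.05. Genes outside the rule are marked as chosen after their values were seen. The groups, the tests, this rule, the gene lists and most alternatives were fixed before the data were examined. The alternatives were DESeq2, limma-voom, edgeR's older dispersion estimate, other scalings (RLE, upper quartile, library size), other filters on low counts, a replicate block, a fold threshold, an adjusted p of 0.01, thinning to 13518973 counts per library, removal of the 10 most counted genes of each library, a prior count of 0.5, each library left out in turn, and for the lists an estimated correlation and the fry test. A newer edgeR dispersion estimate, a filter of 64 counts in both libraries of a group, and DESeq2 with 10 counts in every library were added after seeing the data. Alternatives meant for normalized values were not run, since the tables hold counts.

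Gene positions are from GENCODE M21 (GRCm38), matched on the symbol for 22170 of the 23282 entries; the build behind the counts may differ. GC content was taken over the last 500 bases of each gene's longest transcript. Totals ran from 13518973 to 16096203 counts per library, so 3 counts, the smallest level treated as detected, were 0.186 to 0.222 CPM. Intervals for shares of counts are 95% Wilson intervals. Intervals and floors cover counting error only, because reads amplified from the same molecule are not independent.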

Results

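The study asked how ECs of the dura mater differ in expression from ECs of the brain, after finding that dura mater ECs sprouted more readily. RNA was sequenced from 2 libraries of sorted dura mater ECs and 2 of sorted brain ECs, all from mice 8 weeks of age. Brain EC libraries held 14468642 counts (replicate 1) and 13812738 counts (replicate 2), and dura mater EC libraries 13518973 and 16096203 counts. Of the 23282 symbols listed, 9350 and 9746 had at least 1 count in the brain libraries, against 10246 and 11803 in the dura mater libraries. The most counted gene was Slc2a1 in brain replicate 1 (1.19% of counts, 95% Wilson interval 1.186 to 1.197), Hba-a1 in brain replicate 2 (1.24%, 1.24 to 1.25) and Mgp in dura mater replicates 1 (1.09%, 1.08 to 1.09) and 2 (1.11%, 1.10 to 1.11). The 10 most counted genes held 6.00% (interval 5.99 to 6.01, dura mater replicate 2) to 7.85% (7.83 to 7.86, brain replicate 2) of a library's counts.

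Counts per symbol fell into 2 populations in each library. In brain replicate 1, 2117 symbols had 1 to 7 counts, 533 had 8 to 63 and 6700 had 64 or more. In brain replicate 2 these numbers were 2436, 702 and 6608, and in dura mater replicate 1 they were 2375, 590 and 7281. Dura mater replicate 2 had fewer symbols at 1 to 7 counts (881) and more at 8 to 63 (1087) and at 64 or more (9835). Among symbols with 64 or more counts in either brain library, 5096 reached that level in both, while 2572 had 7 or fewer counts in the other brain library. The corresponding numbers for the dura mater were 6669 and 3210, and of the latter 2800 were at 64 or more in replicate 2 alone. Across the 9347 genes tested, Pearson's r of log CPM between replicates was 0.473 for brain and 0.594 for dura mater. Between tissues it ranged from 0.324 to 0.510, so replicates were not always closer to each other than to libraries of the other tissue. These correlations are across genes, which are not independent replicates. The counts of replicates differed by far more than sampling noise (chi-square per degree of freedom of 466 for brain and 257 for dura mater), so they were not the same library listed again. This does not show whether they came from separate RNA, and each library was counted as its own sample because the labels list it as one.

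**Figure D1:**
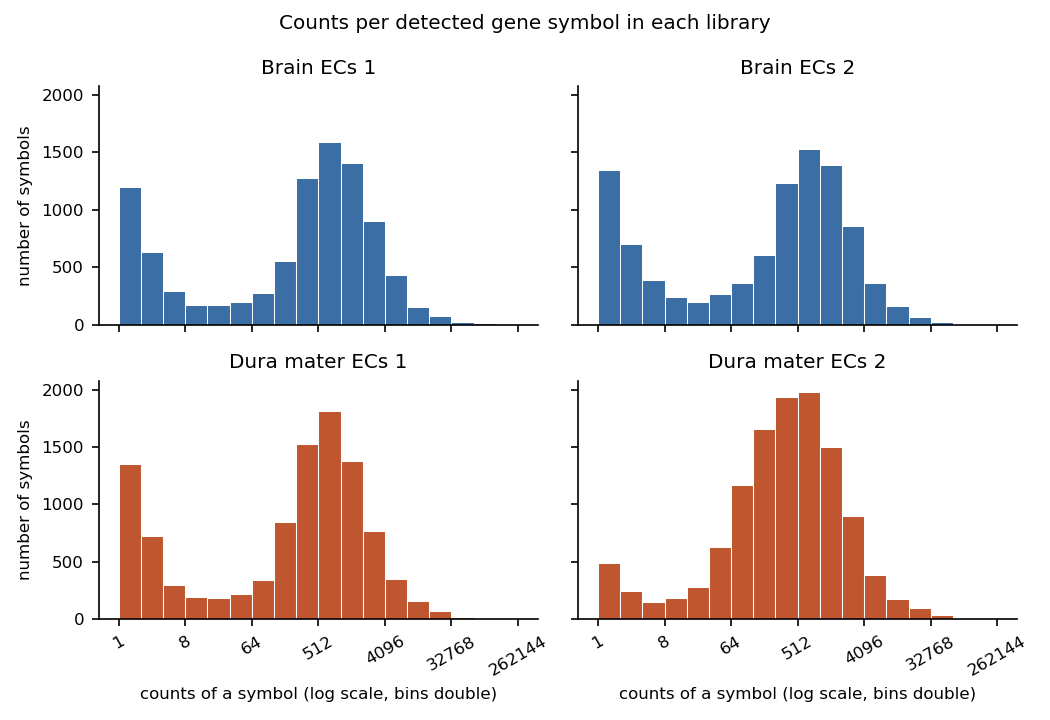
Number of gene symbols (vertical axis) by their counts (horizontal axis, log scale with bins that double) in the 2 brain EC and 2 dura mater EC libraries. Each library has a peak at 1 count and another at 512 to 1023 counts, and dura mater replicate 2 has the smallest peak at 1 count.

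Of the 9347 genes tested, 57 differed between dura mater and brain ECs in edgeR's quasi-likelihood test at an adjusted p under 0.05. Of these, 40 were higher and 17 lower in dura mater ECs, so that 70.2% were higher (95% Wilson interval 57.3 to 80.5). The interval treats the genes as independent, though 5 of the lower ones were globin symbols, which may hold the same reads. It does not cover the spread between libraries. The common biological coefficient of variation was 1.39, which means that the spread between replicates exceeded the mean for a typical gene. At an unadjusted p under 0.05 there were 936 genes, 658 higher and 278 lower. The choice of test moved this count most: DESeq2 called 1259 genes, 886 higher and 373 lower (70.4% higher), among them the 57 of edgeR. Of the genes called by DESeq2, 965 (76.6%) had 7 or fewer counts in at least 1 library, and 25 of the 57 called by edgeR did. With the replicate number as a block, edgeR called 224 genes, 133 higher and 91 lower, among them the same 57, and 11 gene lists passed instead of 13. The deviations of libraries with the same number did not run together (correlation across genes −0.0208), and the labels do not say whether they came from the same mice. Without a test, 5051 genes were at least 2-fold apart, 2653 higher and 2398 lower. The groups did not overlap for 4028 genes (43.1%), where chance gives 33.3%.

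**Figure D2:**
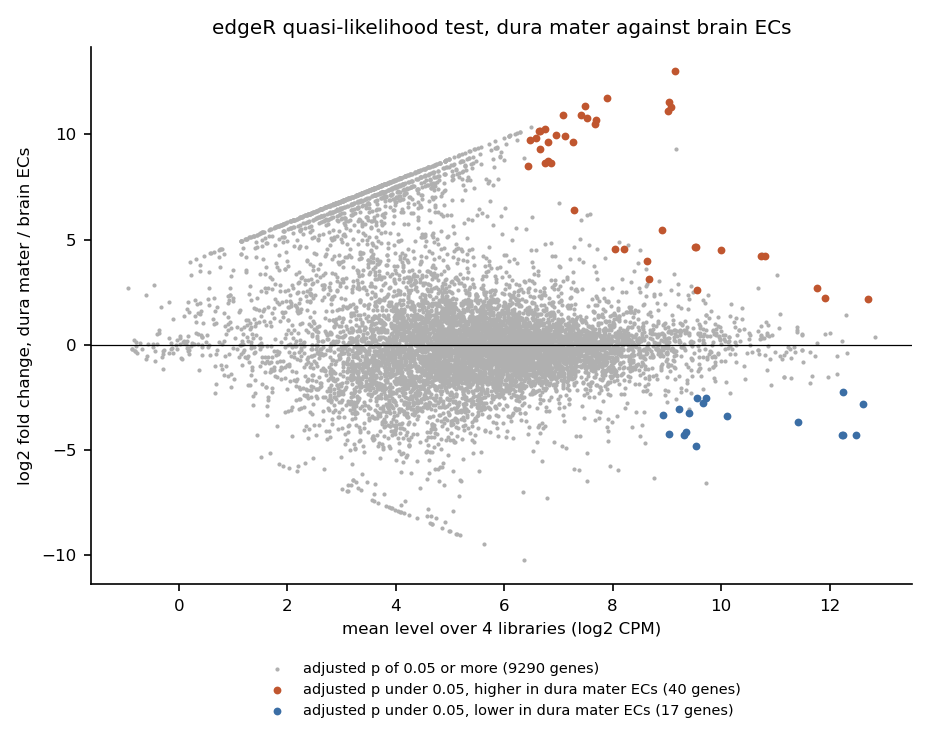
Log2 fold change of dura mater over brain ECs (vertical axis) against mean level in log2 CPM over the 4 libraries (horizontal axis) for the 9347 genes tested. Coloured points are the 40 genes higher and the 17 genes lower in dura mater ECs at an adjusted p under 0.05 (edgeR); the other genes tested are grey.

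The 3 genes that the study knocked down were read first. Aqp1 (chromosome 6, 55336432 to 55348555, plus strand, GRCm38), a water channel, was at 0.220 ± 0.116 CPM in brain ECs and 1053 ± 82.4 CPM in dura mater ECs (SD, n = 2), with 2 and 4 counts against 13340 and 18143. Its log2 fold change was 11.52 (SE 0.62), with the smallest adjusted p in the edgeR test, 0.00885. Fabp4 (chromosome 3, 10204088 to 10208576, minus strand), a fatty acid binding protein, rose from 0.334 ± 0.277 to 1034 ± 145 CPM, a log2 fold change of 11.11 (SE 0.78, edgeR adjusted p 0.0232). Esm1 (chromosome 13, 113209659 to 113218098, plus strand), a secreted proteoglycan, had 0 counts in both brain libraries and 824 and 1985 counts in the dura mater libraries. Its scaled counts were at least 404-fold higher in dura mater ECs, a bound on counts and not on expression, since RNA may be lost before amplification. Esm1 did not pass the edgeR threshold (adjusted p 0.172), whereas it passed in DESeq2 (adjusted p 6.7e-08, and from 6.7e-08 to 0.189 over the alternatives).

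The receptors and ligands that the study examined did not pass the threshold in edgeR. Kdr, which encodes VEGFR2 (chromosome 5, 75932827 to 75978458, minus strand), was at 434 ± 229 CPM in brain ECs and 642 ± 186 CPM in dura mater ECs (n = 2), a log2 fold change of 0.56 (SE 0.49, edgeR adjusted p 0.932). Tek, which encodes Tie2 (chromosome 4, 94739289 to 94874976, plus strand), was at 363 ± 204 and 155 ± 78.4 CPM, a log2 fold change of −1.23 (SE 0.63, edgeR adjusted p 0.558). Dll4 (chromosome 2, 119325784 to 119335962, plus strand) was at 208 ± 127 and 206 ± 76.6 CPM, and the sign of its log2 fold change (−0.01, SE 0.63) depended on the scaling and on which library was left out. Flt4 (log2 fold change 0.67), Ptprb (0.30), Angpt2 (1.91) and Pdgfrb (1.23) differed by less than the spread between replicates allowed the test to resolve, with edgeR adjusted p from 0.888 to 1.00. Angpt2 had 0 and 459 counts in the brain libraries and 199 and 1903 in the dura mater libraries. The log2 fold changes of Angpt2 and Pdgfrb fell to −0.22 and −0.47 under the alternative that lowered each most. They rose to 8.92 and 1.99 under the alternative that raised each most. Vegfa had 4 and 5 counts in brain ECs and 1294 and 942 in dura mater ECs (log2 fold change 7.37, SE 1.98, edgeR adjusted p 0.291). It passed in DESeq2 (adjusted p 7.9e-07; from 7.9e-07 to 0.520 over the alternatives). Vegfc had 23 and 32 counts against 297 and 774 (edgeR adjusted p 0.725). Pgf was counted in dura mater replicate 2 alone (4.99 ± 7.06 CPM in dura mater ECs, n = 2) and was not tested.

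**Figure D3:**
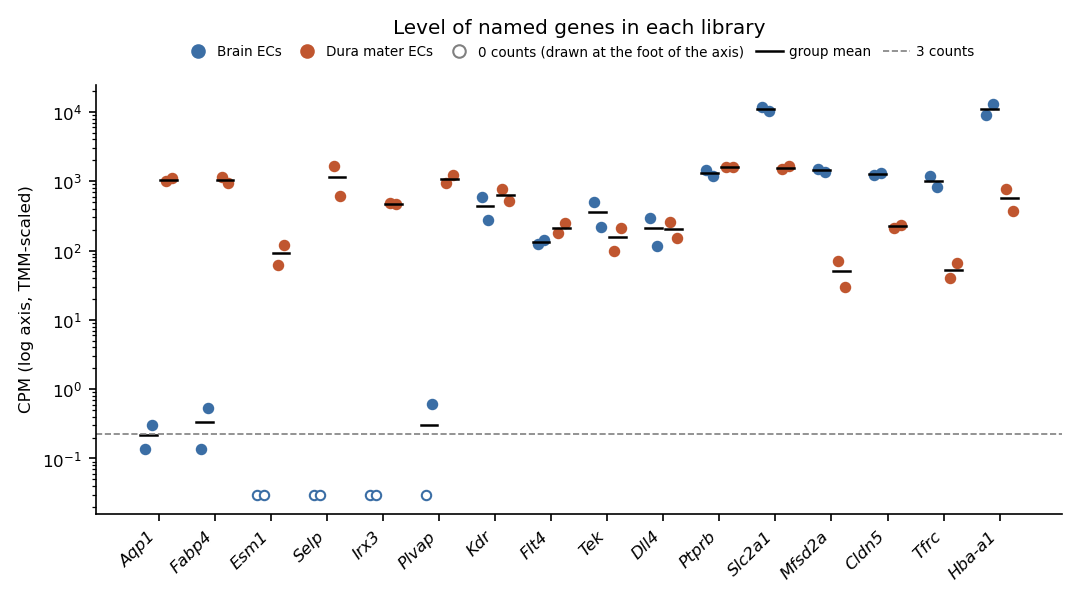
CPM (log axis) of 16 named genes in each library, brain ECs in blue and dura mater ECs in orange, with bars at the group means; open symbols are libraries with 0 counts, drawn at the foot of the axis, and the dashed line is 3 counts. Aqp1, Fabp4, Esm1, Selp, Irx3 and Plvap have 0 to 8 counts in brain ECs and group means of 91.5 CPM or more in dura mater ECs, while the log2 fold changes of Kdr, Flt4, Tek, Dll4 and Ptprb lie between −1.23 and 0.67.

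Besides Aqp1 and Fabp4, the genes with the largest rise in dura mater ECs were Selp, Irx3, Gimap4 and Plvap. Selp (P-selectin; chromosome 1, 164115264 to 164150026, plus strand) had 0 counts in both brain libraries and 1133 ± 737 CPM in dura mater ECs, at least 4998-fold higher (edgeR adjusted p 0.0232). Irx3 (chromosome 8, 91798525 to 91802067, minus strand) was at least 2097-fold higher and Gimap4 (chromosome 6, 48684549 to 48692060, plus strand) at least 1588-fold higher, each with 0 counts in both brain libraries (edgeR adjusted p 0.0232 and 0.0248). These folds too are bounds on counts and not on expression. Plvap (chromosome 8, 71497765 to 71511752, minus strand), which forms the diaphragms of fenestrated vessels, had 0 and 8 counts in brain ECs and 12469 and 20241 in dura mater ECs (edgeR adjusted p 0.0248). The counting is not stated to use strand, and exons of antisense genes overlap 9.93% and 4.21% of the exon length of Selp (2 genes) and 4.49% of that of Irx3, so their counts are uncertain. The same caution applies to Dll4, where an antisense gene overlaps 5.56% of the exon length. The genes with the largest fall were Mfsd2a, Tfrc and 4 globin symbols. Mfsd2a (chromosome 4, 122946850 to 122961188, minus strand), a lipid transporter, fell from 1431 ± 130 to 50.6 ± 29.1 CPM, a log2 fold change of −4.82 (SE 0.55, edgeR adjusted p 0.0248). Tfrc, the transferrin receptor (chromosome 16, 32608920 to 32632794, plus strand), fell from 993 ± 258 to 52.5 ± 17.7 CPM, a log2 fold change of −4.24 (SE 0.48, edgeR adjusted p 0.0248). The globin symbols Hba-a1, Hbb-b1, Hbb-b2 and Hbb-bs had log2 fold changes from −4.29 to −4.26. They are uncertain as single genes, since Hbb-bs and Hbb-b1 differed by at most 2.097% of their counts in any library and may hold the same reads.

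Of 27 gene lists fixed in advance, 25 had at least 3 tested genes, and 13 passed at an adjusted p under 0.05 in camera, 10 higher and 3 lower in dura mater ECs. The setting that moved this most was a correlation between genes estimated from the residuals, under which 0 lists passed the adjustment and 2 had an unadjusted p under 0.05. The blood-brain barrier list was lower in dura mater ECs for 20 of its 20 genes, with a median log2 fold change of −3.28 (limma camera adjusted p 5.4e-11). That median lay below each of 10000 random lists, and the adjusted p ranged from 1.6e-11 to 0.370 over the alternatives. Its genes held 3.65% ± 0.210 of counts in brain ECs and 0.773% ± 0.0504 in dura mater ECs (SD, n = 2). Of these genes, 6 differed over all genes tested and 16 when adjusted over the list alone. The named members besides Mfsd2a and Tfrc were Slco1a4, Itm2a, Slc2a1 and Cldn5, with log2 fold changes of −3.67, −3.23, −2.82 and −2.52. The list of Wnt/beta-catenin targets, which also holds receptor genes of the pathway, was lower too (median −2.03, limma camera adjusted p 0.00167). Of its 14 genes 4 were higher, 0 passed over all genes (5 at an unadjusted p under 0.05) and 4 passed over the list alone. The erythroid list was lower (median −4.27, limma camera adjusted p 7.9e-06), but missed the threshold in limma's fry test (adjusted p 0.0877). It held 3.15% ± 0.689 of counts in brain ECs and 0.167% ± 0.0734 in dura mater ECs. These shares may count some reads more than once, since globin symbols may hold the same reads. Camera treats such symbols as separate genes, so the p of this list may be too small. The list's member Hbb-bt fell with a log2 fold change of −4.15.

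The fenestrated endothelium list was higher in dura mater ECs for 11 of 11 genes (median 7.03, limma camera adjusted p 8.8e-07), with 4 genes differing over all genes (Selp, Aqp1, Plvap and Fabp4) and 6 over the list alone. Aqp1 and Fabp4 in this list are also genes that the study picked from these libraries. The inflammatory activation list was higher for 13 of 13 genes (median 4.64, limma camera adjusted p 4.2e-06), and its differing members were Selp, Cxcl10 and Icam1. Cxcl10 was at least 952-fold higher, and Icam1 rose from 57.5 ± 12.4 to 1434 ± 642 CPM (edgeR adjusted p 0.0248). The dissociation response list, genes that switch on within minutes of tissue handling, was higher for 26 of 29 genes (median 1.45, limma camera adjusted p 0.00052). It held 2.36% ± 0.0658 of counts in brain ECs and 5.50% ± 0.127 in dura mater ECs. Its members that differed over all genes were Fosb, Egr1, Zfp36, Ier3 and Junb, with log2 fold changes of 4.24, 4.22, 3.15, 2.69 and 2.21, and 15 members did over the list alone. The lymphatic endothelium list was higher for 5 of 5 genes (median 7.32, limma camera adjusted p 0.00024), with 0 genes differing over all genes (4 at an unadjusted p under 0.05) and 2 over the list alone. The tip cell list, genes of the leading cells of sprouts, was higher for 13 of 16 genes (median 0.99, limma camera adjusted p 0.0169). Lists of venous genes, fibroblasts, other leukocytes and astrocytes were higher too, with adjusted p from 0.00911 to 0.0475. With the replicate block the venous and astrocyte lists missed the threshold (limma camera adjusted p 0.0613 and 0.102). Lrg1 was the other venous gene that differed besides Selp, with a log2 fold change of 4.52 (SE 0.40, edgeR adjusted p 0.0232), and Mgp was the fibroblast gene, with 2.20 (SE 0.24, edgeR adjusted p 0.0248). Antisense genes overlap 11.7% of the exon length of Icam1, 7.52% of Junb, 5.91% of Cxcl10 and 3.60% of Zfp36. The list of Aqp1, Fabp4 and Esm1 passed as well, but these are the study's own calls, so the result shows no stability.

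**Figure D4:**
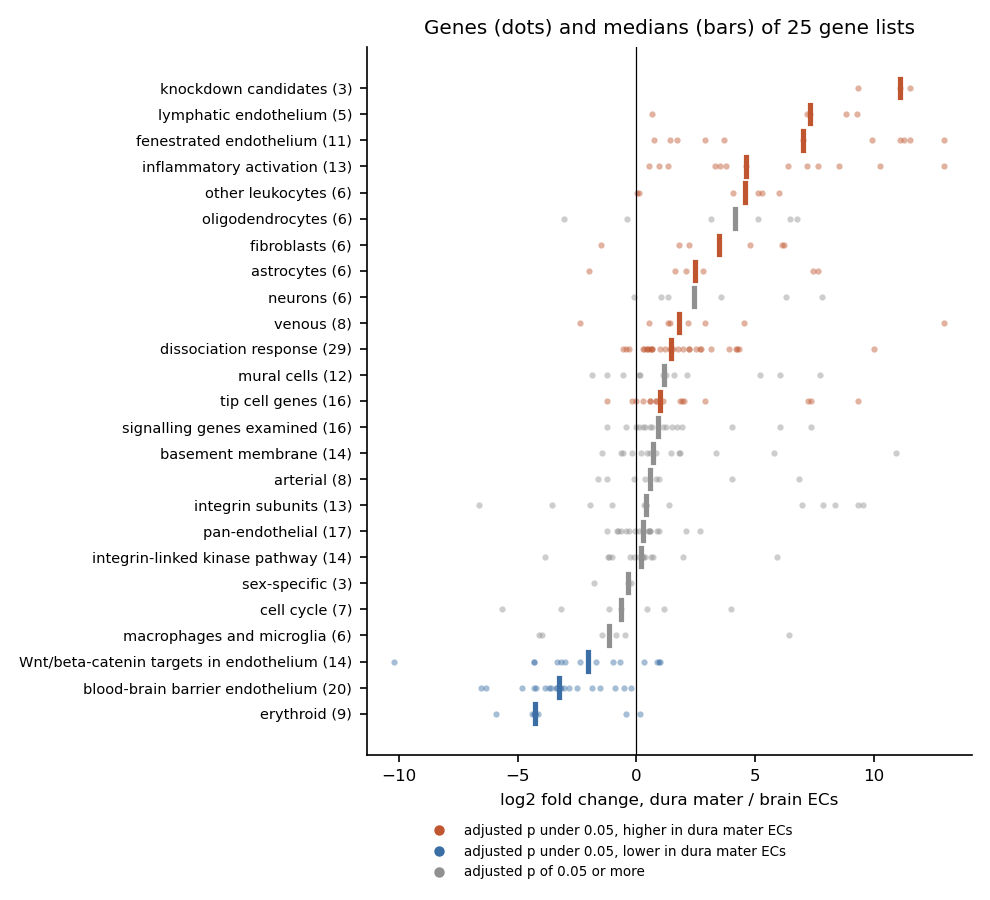
Log2 fold change of dura mater over brain ECs (horizontal axis) for the tested genes (dots) and the median (bars) of 25 gene lists, with the number of genes in brackets. The 10 lists in orange are higher and the 3 in blue lower in dura mater ECs at a camera adjusted p under 0.05; the blood-brain barrier list lies wholly below 0 and the fenestrated list wholly above it.

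From an Ingenuity pathway analysis of its differing genes, the study described integrin and integrin-linked kinase signaling as enriched in dura mater ECs. The lists here were drawn up separately and tested for a shift in level, so they do not repeat that analysis. The integrin subunits list had a median log2 fold change of 0.42 (9 of 13 genes higher), and its limma camera adjusted p was 0.177. Over the list alone 3 genes differed, Itga9, Itgb4 and Itgb5, which are named after their values were seen. Itga9 had 0 counts in both brain libraries and 1690 and 1368 in dura mater ECs, Itgb4 had 0 and 1 against 1256 and 2261, and Itgb5 had 2 and 2 against 1305 and 555. None of the 3 passed over all genes in edgeR (adjusted p 0.127, 0.108 and 0.328). There, 5 members had an unadjusted p under 0.05. In DESeq2 all 3 passed over all genes (adjusted p 7.5e-09, 5.3e-08 and 3.0e-06). The integrin-linked kinase list had a median of 0.19, with 8 of 14 genes higher (limma camera adjusted p 0.834). The list of signalling genes examined by the study had a median of 0.90, with 13 of 16 genes higher (limma camera adjusted p 0.218; from 0.0464 in limma's fry test to 0.414 over the alternatives). The basement membrane list did not pass (limma camera adjusted p 0.177; from 0.0332 in limma's fry test to 0.611 over the alternatives), but its member Col15a1 had 0 counts in both brain libraries and was at least 1197-fold higher in dura mater ECs (edgeR adjusted p 0.0248). The oligodendrocyte list did not pass either (median 4.15, 4 of 6 genes higher, limma camera adjusted p 0.126). Its member Mal went the other way and fell with a log2 fold change of −3.04 (SE 0.37, edgeR adjusted p 0.0286). Among the random lists, the medians of the signalling, oligodendrocyte and basement membrane lists lay at percentiles 99.57, 98.53 and 98.35. Those of the integrin subunits and integrin-linked kinase lists lay at 79.4 and 71.0. This placement is over genes, takes no account of the spread between replicates and was not adjusted over the lists. Pan-endothelial genes held 1.47% ± 0.128 of counts in brain ECs and 1.41% ± 0.225 in dura mater ECs (n = 2), a difference smaller than the spread between replicates.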

Values the study reported

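The study reported 1343 differentially expressed genes between dura mater and brain ECs, and 1020 of them were higher in dura mater ECs.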

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

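The tests under the newer edgeR dispersion estimate, the filter of 64 counts and DESeq2 with 10 counts in every library were chosen only after the result was seen. Counts of differing genes refer to an adjusted p under 0.05 unless stated, against 57 (40 higher, 17 lower, 70.2% higher) in edgeR. Counts stayed between 42 and 80 with limma-voom, RLE, upper-quartile and library-size scaling, thinning to the smallest library, removal of the most counted genes, a filter of 64 counts in both libraries of a group, and a log2 fold change of at least 1. These settings did not call the same genes throughout: of the 57, limma-voom shared 33, upper-quartile scaling 56 and the removal of the most counted genes 42. The older dispersion estimate is the installed default and cannot move the result.

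DESeq2 called 1259 genes (886 higher, 373 lower) and put 9130 genes at least 2-fold apart. The newer edgeR dispersion estimate gave 306 (181 higher, 125 lower). Without a filter on low counts edgeR gave 326 (195 and 131), and 7708 genes at least 2-fold apart. With at least 10 counts in every library it gave 141 (75 and 66, 53.2% higher) and 1719 genes at least 2-fold apart, and DESeq2 under that filter gave 324 (172 and 152, 53.1% higher). That filter removes genes with few counts in either tissue. At 7 or fewer counts in both brain libraries and 64 or more in both dura mater libraries there were 761 symbols. The reverse pattern held 47. The filter may therefore account for the lower share of higher genes, but the share also fell in limma-voom, which did not use that filter. With limma-voom 40 genes were lower, 50% of its calls being higher, and without the 10 most counted genes of each library 10 were lower. At an adjusted p under 0.01, 1 gene was called, Aqp1, higher in dura mater (100%), and 0 were lower, where 278 lower genes had an unadjusted p under 0.05. With the replicate block, 224 genes were called (133 higher, 91 lower), and the correlation of same-numbered libraries was −0.0208. The cause of these changes was not tested further, except as given for the drop-out of genes among the other observations.

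Genes at least 2-fold apart numbered 4926 to 6150 across the 4 fits that each left out one library, against 5051. With 1 library left in a group no test was made. The 57 differing genes kept their sign and stayed at least 2-fold apart in these fits, which their selection on the same libraries brings about and which shows no stability. The log2 fold change of Dll4, −0.01, reversed to 0.087 under upper-quartile scaling, 0.012 with library size only, 0.042 with 10 counts in every library and 0.084 with the replicate block, and it ranged from −0.53 to 0.80 when a library was left out. Leaving out a library also turned the sign of Angpt2 (1.91 to −0.22), Pdgfrb (1.23 to −0.47) and Ddx3y (−0.22 to 0.17). Among the named genes 11 results were stronger, 6 of them in DESeq2, and 32 values, those of Dll4 and Pdgfrb included, moved by more than the replicate spread when a library was left out; 400 kept their direction and side of the threshold. The median log2 fold change of all genes shifted from −0.01 to 0.13 with upper-quartile scaling, 0.22 in DESeq2, 0.25 with the replicate block, 0.27 without a filter and 0.28 in limma-voom, and to −0.10 with RLE scaling, −0.06 with 10 counts in every library and −0.07 in DESeq2 under that filter, so smaller changes in named genes are relative to it.

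For the gene lists, the estimated correlation left 0 of the 13 passing, with 2 lists at an unadjusted p under 0.05 and a smallest adjusted p of 0.370. In the simulation with a variation of 1.39 for every gene, this form of the test recovered 0 of 10 raised lists, where the form used recovered 6. The fry test recovered 0 there as well but passed 14 of the real lists, so the simulation does not settle why the estimated correlation left 0, and the cause was not tested. Of the lists that fry passed 11 were shared, library size only passed the same 13, and the replicate block 11. With 10 counts in every library 18 lists could be tested and 9 passed; of those that had passed before, the Wnt list was tested and missed the threshold (adjusted p 0.0555; from 0.0017 to 0.370 over the alternatives). In all, 18 list results were weaker, 13 of them under the estimated correlation, and 3 were stronger. The stronger lists all passed under fry: signalling genes (adjusted p 0.0464; from 0.0464 to 0.414 over the alternatives), basement membrane (0.0332; 0.0332 to 0.611) and mural cells (0.00525; 0.00525 to 0.963). The sign of each list's median was the same under RLE, upper-quartile and library-size scaling. The alternatives written for normalized values were not run. The depth was similar in the 4 libraries and thinning gave 56 calls. With a coefficient of variation of 1.39 for every gene, edgeR recovered 0 of 200 simulated genes with a log2 change of 3 or of 10. DESeq2 recovered 14 and 186 of them with 228 and 283 false calls. A constant variation does not represent these libraries, so these rates do not carry over to them.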

Other observations

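The tests of the gene lists in mixed splits and in simulated libraries and the tests of GC content and length were fixed before their results were seen; the other tests below were chosen only after the result was seen.

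The number of genes differing between dura mater and brain ECs here was 57. That is lower than the value quoted from the study above. The number higher in dura mater ECs was 40. That is lower than the value quoted from the study above. Under DESeq2 both numbers lie closer to those quoted.

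In the brain, 2572 symbols had 64 or more counts in one library and 7 or fewer in the other. With every library thinned to the smallest total there were 2565 such symbols, but the totals are so close that thinning could hardly have changed this number. A candidate explanation is random loss of RNA before amplification, so that a transcript is either caught and amplified into many reads or missed. The share of such symbols fell with the level measured independently in the dura mater, from 64.3% in the fifth of symbols least counted there to 2.94% in the fifth most counted, as this explanation predicts. In the dura mater, 2800 symbols were on in replicate 2 and off in replicate 1, against 410 the other way. No biological explanation was tested for differences within a group.

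The same loss may account for much of the gap between DESeq2 (1259 calls) and edgeR (57 calls). When the 4 libraries were split so that each side held 1 brain and 1 dura mater library, DESeq2 still called 549 and 560 genes, while edgeR called 0 in both (135 and 184 at an unadjusted p under 0.05). The newer edgeR estimate (306 calls for the tissues) and limma-voom (80) also called 0 in both (167 and 256, and 222 and 218, at an unadjusted p under 0.05), though tissue differences add to the spread in such splits. Of those DESeq2 calls, 174 and 176 were also among the 1259. In 10 simulated sets with no tissue difference and few molecules per gene, DESeq2 called a median of 1398.5 genes, and edgeR called 0 in each set with either dispersion estimate. These sets used 300 reads per molecule in all 4 libraries, a value matched to the brain libraries. A separate fit gave 50 for dura mater replicate 2, so the sets overstate the loss in that library. The median of 1398.5 therefore does not show how many of the 1259 calls loss could give. With at least 10 counts in every library, DESeq2 called 324 genes for the tissues, and 1 and 6 in the mixed splits. With 2 libraries per tissue there are 3 splits, too few for a share under 0.05.

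There were 761 symbols at 64 or more counts in both dura mater libraries and 7 or fewer in both brain libraries, and 47 with the reverse pattern. Uneven loss between libraries could give such an asymmetry, if the smaller number of symbols in the brain libraries came from loss and not from the tissue. Simulated libraries with no tissue difference, each with its own loss, gave a median of 597.5 of the 761 pattern (555 to 657 over 20 draws), and a median of 13 of the reverse (6 to 18). The mixed splits gave 369 and 399 symbols in their larger direction, against 33 and 32 in the other. Uneven loss may therefore account for much of the asymmetry. It did not reach 761, or the 47 of the reverse pattern, in any draw, and the excess in each direction may reflect tissue.

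In the mixed splits, 0 of 25 lists passed (1 and 0 lists at an unadjusted p under 0.05; smallest adjusted p 0.669), against 13 for the tissues. This does not decide about random loss, because tissue differences add to the spread within each side of a mixed split. In the 20 simulated draws with no tissue difference and uneven loss, the number of lists passing had a median of 0 and a largest value of 2 (at most 3 at an unadjusted p under 0.05), and the barrier list was lower and the fenestrated list higher in 0 draws, so uneven loss as simulated does not account for the 13. A tissue difference is a hypothesis for the lower blood-brain barrier list and the higher fenestrated list, which cannot be told apart here from the different isolation of brain ECs.

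More of the differing genes were higher than lower in dura mater ECs. Without the 10 most counted genes of each library 76.2% were higher. The genes removed include some of those called lower, so this result alone does not rule out a few dominant genes as the source. The 10 most counted genes held 6.00% to 7.85% of a library's counts. The share higher was 70.7% with library size only, 69.8% with RLE and 77.1% with upper-quartile scaling, against 70.2% with TMM. These values argue against a few dominant genes as the source among the called genes. GC content and length followed the change no more strongly than they did between the brain replicates: Spearman's rho across genes was −0.0437 for GC content of the 3′ end and 0.00122 for transcript length, against 0.0771 and −0.0284 between the brain replicates and 0.0285 and −0.0329 between the dura mater replicates, over 9011 of 9347 genes with a value.

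Globin symbols took 2.65% (95% Wilson interval 2.64 to 2.66) and 3.61% (3.61 to 3.62) of the counts in the brain libraries, and 0.218% and 0.113% in the dura mater libraries, although red cells were lysed. Reads shared between globin copies do not explain the difference, because the sum over the 6 symbols had a log2 ratio of −4.28. Red-cell RNA carried into the brain preparations is a candidate source, and it cannot be told apart from globin made in the sorted cells, as no library without ECs was analysed here.

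The dissociation response list was higher in dura mater ECs, with a median log2 fold change of 1.45. This could reflect a difference in handling or in the tissue, which the design does not separate.

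Of 5 tested lymphatic genes, 4 were at 64 or more counts in both dura mater libraries and 7 or fewer in both brain libraries, against 8.10% of the 9342 other genes (Fisher's exact test, one-sided, p = 0.000204, over genes, which are not independent). This restates that the list was higher and does not test the source. Lyve1 had 0 counts in both brain libraries against 911 and 1776, and Prox1 0 in both against 492 and 125; these genes were chosen after their values were seen. A candidate source is lymphatic ECs among the sorted dura mater cells, since no marker named in the methods separates them from blood ECs; blood ECs of the dura that make these transcripts could give the same counts. Col1a1, Col1a2, Col3a1 and Dcn together held 0.0334% and 0.0359% of dura mater counts, against 0.000712% and 0.00483% in brain, so fibroblast RNA may be present at a low level, which cannot be told apart from expression in ECs.

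The low counts in brain libraries of symbols on in both dura mater libraries may be reads carried over between libraries. Summed brain counts rose with dura mater counts across the 761 symbols (Spearman's rho 0.194), but from the fifth least counted in the dura mater to the fifth most counted brain counts rose from 195 to 350 while dura mater counts rose from 49875 to 567667. The limit of 7 counts caps the brain counts, so this relation does not decide. Selp had 0 counts in both brain libraries with 22187 and 9995 in the dura mater libraries, and Irx3 had 0 in both with 6462 and 7659, which speaks against carry-over in proportion to counts as the source.

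Some genes stood out in the other direction and were chosen after their values were seen. Notum, an inhibitor of Wnt signaling, is a member of the Wnt/beta-catenin list. It had 3643 and 1015 counts in brain ECs and 0 in both dura mater libraries. This was at least 733-fold lower in dura mater ECs (edgeR adjusted p 0.0647, and from 2.7e-11 to 0.0695 over the alternatives). There were 2 antisense genes over 29.4% and 8.72% of the exon length of Notum. Cdkn2b had 1370 and 336 counts against 1 and 0, at least 268-fold lower (edgeR adjusted p 0.358, and from 1.7e-05 to 0.508 over the alternatives). The folds of both genes are bounds on counts and not on expression. Ddx3y, on the Y chromosome, had 1236 to 2140 counts in the 4 libraries, and Xist had 1 to 18.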
